A study of Mus musculus with 12 samples.

How the data were processed

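RNA was taken from dissected colon tumours and adjacent colon tissue of C57BL/6 mice in a colitis-associated cancer model, per the labels' protocols, and strand-specific libraries were made from total RNA with a TruSeq kit. The labels name FastQC, STAR 2.5, Cuffnorm and the mouse genome build GRCm38, per the submitters' processing notes. The role and settings of each tool, the annotation and the library normalization setting are not given in the sources used here. The deposited values are log2 of FPKM + 1 per transcript, as the authors' table shows: of the 6611 smallest values above 0, far below any expressed transcript, all were whole multiples of the smallest step that a logarithm of 1 plus a small number gives, within 0.02 of a step. FPKM values carry no read depth, so no count model was fitted and no counting interval is given.

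The table lists 123062 transcripts in 12 columns, each matched to its library by the code in the label's description, and 0 columns stayed unmatched. Of the transcripts, 118004 (95.9%) matched an identifier of GENCODE M21 on GRCm38, 4244 had an assembler's identifier and 814 had an Ensembl identifier that did not match. Unmatched transcripts held 4.36% to 7.45% of the summed FPKM of a library and were left out of gene values. Transcript values were turned back to FPKM and summed per gene, giving 48448 genes, of which 31599 were above 0 in at least 1 library. Coordinates are from the same annotation. Small RNA genes held 15.5% to 26.0% of the summed FPKM, although short transcripts are poorly measured by such libraries, and this share affects every FPKM of a library.

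Genes with an FPKM of at least 1 in at least 3 of the 12 libraries were tested, 16970 in all. limma 3.58.1 in R 4.3.3 was fitted to log2(FPKM + 1), with a pseudocount of 1, with lmFit, contrasts.fit and eBayes (trend and robust), 1 mean for each of the 4 groups of 3 and no block, which left 8 residual degrees of freedom. The 5 contrasts were ΔIEC against flox in adjacent tissue and in tumours, tumour against adjacent tissue in each genotype, and their interaction. A gene was called at a two-sided Benjamini-Hochberg adjusted p below 0.05 within the contrast. The labels do not say that replicates of a group are separate animals, although each library of a group has its own code, so p-values measure the spread between these libraries. The lowest correlation between libraries of a group was 0.912 and the highest 0.962, and no pair was identical.

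Of 36 gene lists fixed before the data were examined, 35 were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and p was adjusted over the lists of a contrast. The remaining list holds sex-linked genes and served only as a check of labels. Camera compares a list with the other genes, whereas fry tests whether a list's genes move one way on balance; fry called 21 lists in flox tumours, 13 in ΔIEC tumours and 0 in the other 3 contrasts. Over the 35 lists, the median and camera differed in sign for 3 lists in adjacent tissue, 4 in tumours by genotype, 1 and 2 in the tumour contrasts of flox and ΔIEC mice and 3 in the interaction.

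Genes were named by a rule also fixed beforehand. It takes Trappc4 and, in each contrast, the 6 largest rises and 6 largest falls among called genes with a mean FPKM of at least 5 in the higher group and no overlap between the groups' libraries, leaving out Gm, Rik and antigen receptor segments. It adds up to 4 called members of each described list with the largest absolute difference, or the member with the smallest p where none was called. Where a contrast called no gene it takes the 5 smallest p in each direction. Lists were described where camera called them or at least 3 members were called, and 8 lists always. Members called against the direction of their list were named after their values were seen.

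The procedure was tested on simulated values with the residual spread of the real genes, in which 200 of 16970 genes were changed. For genotype in adjacent tissue it recovered 51% of genes changed by 1 log2 unit and 81% of those changed by 2. The shares were 55% and 80% for genotype in tumours, 52% and 86% for flox tumours, 49% and 86% for ΔIEC tumours and 16% and 71% for the interaction. Unchanged genes made up 6.12% to 8.16% of the calls, slightly above the nominal 5%. Camera at the preset correlation called the raised set in each simulation and 0 of 34 unchanged sets, but the simulated genes were independent, which real members of a list are not.

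Alternatives chosen beforehand were a pseudocount of 0.1, no filter, a filter at an FPKM of 5, quantile normalization, median centring, transcripts in place of genes, only the groups compared, eBayes without trend and robust, blocks by title number or description code, a minimum difference of 1 log2 unit, and leaving out each library. After the data were seen, 4 were added: sex as a covariate, description code as a fixed block, protein-coding genes rescaled to a total of 1000000 FPKM, and the same genes not rescaled. Sex type was read from Xist and Y-linked genes; each flox group held 2 female-type and 1 male-type libraries and each ΔIEC group 1 and 2.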

Results

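The data were 12 RNA-seq libraries of colon from C57BL/6 mice in a colitis-associated cancer model, in 4 groups of 3. Tumours and adjacent tissue came from control mice carrying a floxed Synbindin allele (flox) and from mice in which Synbindin was deleted in intestinal epithelial cells (ΔIEC). Synbindin is the product of Trappc4, a subunit of the TRAPP complexes that tether vesicles on their way to and through the Golgi. Values were deposited as log2(FPKM + 1) per transcript, and no read counts were analysed here, so the sequencing depth of each library is unknown. Summed FPKM ranged from 534806 to 821487 per library, and 14757 to 15893 genes per library reached an FPKM of 1. Where a library is left out it is named FA, DA, FT or DT (flox adjacent, ΔIEC adjacent, flox tumour, ΔIEC tumour) with its replicate number. All fold differences below are on the log2(FPKM + 1) scale, which understates the change of genes with low values.

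Trappc4 (ENSMUSG00000032112, GRCm38 chromosome 9, 44403698 to 44407600, minus strand) was lower in every ΔIEC library than in every flox library of the same tissue. In adjacent tissue its FPKM was 17.0 ± 0.285 (SD, n = 3) in flox and 11.1 ± 1.30 in ΔIEC mice, 64.9% of the control level. In tumours it was 19.0 ± 1.73 in flox and 11.4 ± 1.39 in ΔIEC mice, 59.6% of the control level. The exact two-sided permutation test of 3 against 3 gave p = 0.1 in each tissue, the smallest p this design allows. The log2 difference was -0.59 (SE 0.115) in adjacent tissue, with a limma adjusted p of 0.931 over 16970 genes. In tumours it was -0.70 (SE 0.115), with an adjusted p of 1, although Trappc4 had the smallest unadjusted p of all genes there (1.04e-04). Trappc4 did not pass the test between tumour and adjacent tissue in either genotype, with log2 differences of 0.15 (adjusted p = 0.34) in flox and 0.03 (adjusted p = 0.855) in ΔIEC mice. With protein-coding genes rescaled to a common total the flox difference was 0.59 and was called (adjusted p = 0.00846), and the ΔIEC difference was 0.34 and was not (adjusted p = 0.101).

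**Figure D1:**
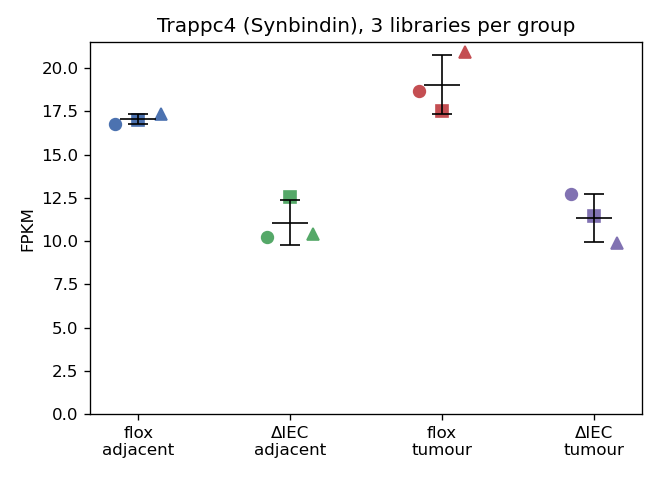
FPKM of Trappc4 in each library (points; circle, square and triangle are replicates 1, 2 and 3) with the mean and SD of each group of 3 (black bars); the vertical axis starts at 0. The ΔIEC libraries lie between 9.91 and 12.7 and the flox libraries between 16.8 and 20.9.

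The comparison of ΔIEC with flox adjacent tissue asks what the epithelial deletion changes next to the tumours. No gene passed the test. The 5 genes with the smallest p in the higher direction were Mt1, Cdan1, Snord17, Helq and Pik3cg, and those in the lower direction were Trappc4, Rtn4, Krt7, Sestd1 and Shtn1. Mt1, a metal-binding metallothionein, had the largest difference of these, with 127.6 ± 88.8 FPKM (SD, n = 3) in flox and 542.6 ± 112 in ΔIEC tissue (log2 difference 2.30, limma adjusted p = 0.931). Krt7, a simple-epithelial keratin, was at 88.1 ± 8.42 FPKM in flox and 56.9 ± 6.45 in ΔIEC tissue. Rtn4, a protein that shapes the endoplasmic reticulum, was at 42.4 ± 9.74 and 25.7 ± 3.79 FPKM. The small nucleolar RNA Snord17 was at 93.1 ± 4.98 and 180.1 ± 31.1 FPKM, the DNA helicase Helq at 4.55 ± 0.594 and 7.27 ± 0.539, and the kinase subunit Pik3cg at 3.80 ± 0.600 and 8.20 ± 2.04.

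Gene lists fixed beforehand were compared as sets in the same tissue. Camera with a preset correlation called 12 of 35 lists, 7 higher and 5 lower in ΔIEC adjacent tissue. With an estimated correlation none was called (adjusted p from 0.754 to 0.982). B and plasma cell genes were higher in 12 of 13 tested members (median log2 difference 1.45, camera adjusted p = 2.59e-07, and adjusted p = 0.754 with an estimated correlation). Cd79b, part of the B cell receptor, was at 1.98 ± 0.633 FPKM in flox and 24.2 ± 23.7 in ΔIEC tissue. All 12 endothelial genes (median 0.45, camera adjusted p = 1.86e-04) and all 14 fibroblast genes (median 0.38, 0.0111) were higher, as were 13 of 14 macrophage genes (median 0.54, 0.00264), 9 of 12 T cell genes (median 0.36, 0.00454) and 7 of 8 class II antigen presentation genes (median 0.82, 0.0111). With an estimated correlation the adjusted p of these lists was 0.794, 0.89, 0.844, 0.794 and 0.844. Examples were Pecam1, an endothelial adhesion molecule (6.58 ± 3.15 and 13.4 ± 6.53 FPKM), the matrix proteoglycan Dcn (27.1 ± 27.7 and 53.6 ± 38.1), the chemokine receptor Cx3cr1 (1.94 ± 0.960 and 3.77 ± 2.05), Cd28 (0.662 ± 0.279 and 1.72 ± 1.05) and Ciita (1.81 ± 0.0677 and 6.61 ± 5.80). Unfolded protein response genes were higher in 24 of 25 members (median 0.20, adjusted p = 5.39e-05, and adjusted p = 0.754 with an estimated correlation), among them Derl3 (1.67 ± 0.139 and 5.05 ± 3.13 FPKM). The B and plasma cell list had 4 called without DA1 in place of 0. Its median was 2.40 without DA1 and 0.93 without DA3. The endothelial list lost its camera call without DA2 (adjusted p = 0.262). Its median was 0.69, 0.29, 0.86 and 0.12 without FA1, FA2, DA1 or DA2. The fibroblast list lost its camera call without FA2 (adjusted p = 0.384), DA2 (0.741) or DA3 (0.28). Its median was 0.71, 0.10, 0.95, -0.04 and 0.18 without FA1, FA2, DA1, DA2 or DA3. The macrophage list lost its camera call without DA2 (adjusted p = 0.244) or DA3 (0.28) and had 4 called without DA1 in place of 0. Its median was 1.03, 0.30 and 0.28 without DA1, DA2 or DA3. The T cell list lost its camera call without FA1 (adjusted p = 0.652) or DA3 (0.204) and had 1 called without DA1 in place of 0. Its median was 0.13, 0.57 and 0.17 without FA1, DA1 or DA3. The class II antigen presentation list lost its camera call without DA3 (adjusted p = 0.682). Its median was 1.63 without DA1 and 0.12 without DA3. The unfolded protein response list lost its camera call without DA2 (adjusted p = 0.466) and had 1 called without DA1 in place of 0. Its median was 0.02 without DA2.

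Lower in ΔIEC adjacent tissue were all 19 genes of fatty acid oxidation (median -0.42, camera adjusted p = 4.81e-06, and adjusted p = 0.786 with an estimated correlation). The mean of this list did not part by genotype alone, at 5.25, 6.15 and 6.13 in FA1 to FA3 and 5.94, 5.14 and 5.05 in DA1 to DA3: FA1 stood with DA2 and DA3. The fibroblast list parted alike, at 4.12, 2.73 and 3.21 in FA1 to FA3 and 2.58, 4.53 and 4.26 in DA1 to DA3. The acyl-CoA dehydrogenase Acadm was at 96.7 ± 16.5 FPKM in flox and 72.1 ± 13.7 in ΔIEC tissue. All 12 general epithelial genes (median -0.35), 15 of 17 tight junction genes (median -0.28), 13 of 14 TRAPP subunits (median -0.12) and 20 of 24 Wnt target genes (median -0.30) were also lower, with camera adjusted p of 1.86e-04, 7.68e-04, 0.00382 and 0.00382. With an estimated correlation the adjusted p was 0.754, 0.754, 0.754 and 0.794. Members of these lists were Epcam (574.1 ± 56.2 and 417.5 ± 99.4 FPKM), Trappc4 itself and the Wnt inhibitor Wif1 (6.96 ± 7.04 and 1.32 ± 0.631). Genes of absorptive colonocytes (median -0.28, camera adjusted p = 0.20), proliferation (median 0.11, adjusted p = 0.0515), ERK targets (median -0.11, adjusted p = 0.527), goblet cells and mucus (median -0.04, adjusted p = 0.59) and inflammatory cytokines (median 0.05, adjusted p = 0.656) did not pass. Camera ranked the goblet list upward although its median was below 0. Members with the smallest p in these lists were the sodium channel subunit Scnn1b (4.88 ± 0.670 and 2.75 ± 1.84 FPKM), Foxm1 (7.75 ± 1.86 and 10.6 ± 2.49), Spred2 (21.4 ± 0.826 and 17.9 ± 2.38), Spink4 (1567 ± 364 and 3225 ± 1220) and Il1rn (57.6 ± 21.4 and 41.0 ± 22.6). No member of any list was called over all genes, and adjusted over the list alone only 1 TRAPP subunit was. The general epithelial median was -0.19 without FA2 and -0.21 without DA2. The tight junction list lost its camera call without DA2 (adjusted p = 0.0866, median -0.15). The TRAPP median was -0.04 with protein-coding genes rescaled. The Wnt target list lost its camera call without FA2 (adjusted p = 0.0685) or DA1 (0.166). Its median was -0.17 without FA2 and -0.46 without FA3. The absorptive colonocyte list gained a camera call without FA1 (adjusted p = 0.0157) or DA1 (0.0118). The proliferation list gained a camera call without FA1 (adjusted p = 0.0206), FA3 (0.00204), DA1 (9.54e-05) or DA3 (0.00989). The goblet list gained a camera call without DA3 (adjusted p = 0.00161). The absorptive colonocyte median (-0.28) went from -0.55 without DA1 to -0.07 without FA2. The proliferation median (0.11) went from -0.15 without DA2 to 0.28 without DA1 and changed sign without FA2. The ERK target median (-0.11) went from -0.19 without DA2 to -0.03 without DA1. The goblet median (-0.04) went from -0.20 without DA1 to 0.06 without DA3, changed sign without FA2 or FA3 and was 0.03 with quantile normalization and 0.04 with protein-coding genes rescaled. The cytokine median (0.05) went from -0.05 without DA3 to 0.11 without FA2 and changed sign without FA3.

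Limma called 0 of 16970 genes for genotype in adjacent tissue, and 702 had an unadjusted p below 0.05 where chance gives 848. Without DA1 limma called 299 (290 higher and 9 lower in ΔIEC tissue), and 1 without FA2, FA3 or DA3. DA1 stood with FA2 and FA3 above, so the 299 do not tell genotype from that parting.

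The comparison of ΔIEC with flox tumours asks what the deletion changes in the tumours, and again no gene passed the test. After Trappc4, the smallest p in the lower direction belonged to Ppbp, Prrc2b, Krt13 and Large2. In the higher direction they were Atp5k, Ciao1, Ndufb10, Timm22 and Tomm20. Atp5k, a subunit of mitochondrial ATP synthase, was at 32.7 ± 1.74 FPKM (SD, n = 3) in flox and 54.4 ± 11.1 in ΔIEC tumours (log2 difference 0.70, limma adjusted p = 1). Ndufb10, a subunit of respiratory complex I, was at 31.7 ± 0.971 and 41.9 ± 4.63 FPKM. Timm22 and Tomm20, which import proteins into mitochondria, were at 8.35 ± 1.58 and 12.1 ± 0.864 and at 30.7 ± 4.22 and 43.0 ± 3.58 FPKM. Ciao1, of cytosolic iron-sulfur assembly, was at 16.7 ± 1.10 and 21.4 ± 0.475 FPKM. The platelet chemokine Ppbp was at 22.3 ± 16.4 and 3.997 ± 2.92 FPKM, and the glycosyltransferase Large2 at 6.47 ± 0.795 and 4.24 ± 0.828.

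Camera with the preset correlation called 11 of 35 lists in this comparison, 8 higher and 3 lower in ΔIEC tumours, and none with an estimated correlation (adjusted p from 0.507 to 0.983). Wnt target genes were lower in 21 of 24 members (median -0.39, camera adjusted p = 1.02e-05, and adjusted p = 0.523 with an estimated correlation). Stem and crypt base genes were lower in all 14 members (median -0.31, adjusted p = 8.55e-06, and 0.507 as the adjusted p with an estimated correlation). Lgr5, the receptor that marks crypt base stem cells, was at 28.4 ± 14.5 FPKM in flox and 15.9 ± 2.56 in ΔIEC tumours, and Cdca7 at 43.1 ± 12.7 and 29.2 ± 5.13. Squamous keratinocyte genes were lower in all 8 tested members (median -1.46, adjusted p = 6.35e-06, and adjusted p = 0.507 with an estimated correlation). Krt13 was at 82.5 ± 58.2 FPKM in flox and 11.5 ± 6.97 in ΔIEC tumours. Its values in the flox tumours were 100.8, 129.5 and 17.4 FPKM, so the difference came largely from replicates 1 and 2. The Wnt target list lost its camera call without DT3 (adjusted p = 0.295). Its median was -0.62 without DT1 and -0.21 without DT3. The squamous list had 2 called without FT3 in place of 0. Its median was -2.26 without FT3.

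Mast cell genes were higher in all 8 tested members in ΔIEC tumours (median 1.28, camera adjusted p = 3.14e-06, and adjusted p = 0.507 with an estimated correlation). Fcer1a, of the IgE receptor, was at 0.66 ± 0.307 and 3.72 ± 3.57 FPKM, and the mast cell protease Mcpt1 reached 422 FPKM in ΔIEC tumour replicate 2, against 3.18 to 72.8 in the other 5 tumours. Transcripts encoded by the mitochondrial genome were higher in 12 of 13 members (median 0.35, adjusted p = 6.35e-06, and adjusted p = 0.701 with an estimated correlation), for example mt-Cytb (1481 ± 91.2 and 1944 ± 146 FPKM). Interferon response (median 0.37), neutrophil (median 0.33), enteroendocrine (median 0.19), T cell (median 0.21), B and plasma cell (median 0.45) and absorptive colonocyte genes (median 0.21) were also called higher with the preset correlation. The adjusted p of each of these 6 lists with an estimated correlation was 0.897. Members with the smallest p were Cxcl9 (36.5 ± 47.7 and 56.4 ± 38.0 FPKM), Cxcr2 (3.03 ± 1.34 and 5.09 ± 3.31), Tph1 (1.00 ± 0.301 and 3.74 ± 3.51), Gzma (1.82 ± 1.28 and 4.43 ± 0.442), Jchain (126.7 ± 60.3 and 274.7 ± 255) and Car4 (8.48 ± 1.66 and 22.9 ± 16.0). The share of summed FPKM from immunoglobulin genes ran from 0.382% to 20.5% over the 12 libraries, with the highest share in ΔIEC tumour replicate 3. The median of the mast cell list was 0.46 without DT2. The median of the mitochondrially encoded list was 0.23 without DT1. The interferon response list lost its camera call without FT1 (adjusted p = 0.0596), FT2 (0.397) or DT1 (0.112). Its median was -0.23 without FT2 and 1.05 without FT3. The neutrophil list lost its camera call without FT1 (adjusted p = 0.0594), FT2 (0.835) or DT1 (0.226). Its median was 0.11 without FT2, 0.62 without FT3, -0.10 without DT1 and 0.60 without DT2. The enteroendocrine list lost its camera call without FT3 (adjusted p = 0.734), DT2 (0.102) or DT3 (0.838). Its median was 0.47, 0.29, 0.06, 0.37 and -0.01 without FT1, FT2, FT3, DT1 or DT3. The T cell list lost its camera call without FT2 (adjusted p = 0.862), DT2 (0.184) or DT3 (0.151). Its median was 0.33 without FT1, 0.00 without FT2 and 0.33 without FT3. The B and plasma cell list lost its camera call without FT2 (adjusted p = 0.0898), FT3 (0.437), DT2 (0.105) or DT3 (0.838). Its median was 0.71, 0.20, 0.95, 0.29 and 0.05 without FT1, FT3, DT1, DT2 or DT3. The absorptive colonocyte list lost its camera call without FT1 (adjusted p = 0.108), FT2 (0.0898) or DT3 (0.697). Its median was 0.10 without FT1 and 0.00 without DT3.

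TRAPP subunits (median -0.02, camera adjusted p = 0.856), unfolded protein response (median 0.13, adjusted p = 0.065), ERK targets (median -0.10, adjusted p = 0.10), goblet (median 0.08, adjusted p = 0.294), proliferation (median 0.05, adjusted p = 0.321) and cytokine genes (median 0.02, adjusted p = 0.149) did not pass, and camera ranked the TRAPP list upward although its median was below 0. Their members with the smallest p, besides Trappc4, were Ern1 (14.3 ± 1.48 and 12.4 ± 1.45 FPKM), Spred2 (20.2 ± 0.164 and 17.4 ± 1.15), Zg16 (149.7 ± 78.1 and 360.5 ± 210), Aurka (16.0 ± 3.71 and 19.2 ± 0.395) and Cxcl1 (14.5 ± 3.62 and 28.4 ± 13.2). No list member was called over all genes; adjusted over the list alone, 1 TRAPP subunit and 1 squamous gene were. Limma called 0 of 16970 genes, and 317 had an unadjusted p below 0.05 where chance gives 848. The count was 8 without the filter on low values and 3 without flox tumour replicate 3. The unfolded protein response list gained a camera call without FT3 (adjusted p = 0.0206), DT1 (0.0342) or DT2 (0.0312). The ERK target list gained a camera call without DT3 (adjusted p = 0.026). The goblet list gained a camera call without FT2 (adjusted p = 0.0127) or DT1 (9.3e-05). The proliferation list gained a camera call without FT3 (adjusted p = 0.00307). The cytokine list gained a camera call without FT3 (adjusted p = 0.000496) or DT2 (0.000597). The TRAPP median (-0.02) went from -0.02 without FT2 to 0.08 without DT2 and changed sign without FT1, FT3, DT1 or DT3. For unfolded protein response the median (0.13) went from 0.02 without DT3 to 0.13 without DT2. The ERK target median (-0.10) went from -0.21 without DT3 to -0.04 without DT1. The goblet median (0.08) went from -0.10 without DT3 to 0.27 without DT1 and changed sign without FT1. The proliferation median (0.05) went from -0.08 without FT1 to 0.17 without FT3, changed sign without DT3 and was -0.002 with protein-coding genes rescaled. The cytokine median (0.02) went from -0.26 without DT1 to 0.33 without DT2, changed sign without FT1 or FT2 and was -0.05 with protein-coding genes rescaled.

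Tumours of flox mice differed from adjacent tissue in 6163 of 16970 genes, 2817 higher and 3346 lower. The largest rises were of Krt36, S100a8, Spock2, S100a9, Mt4 and Mgp, and the largest falls of Cyp2c55, Fabp2, Hsd3b3, Dpep1, Car4 and Mettl7b. S100a8 and S100a9, subunits of the neutrophil protein calprotectin, rose from 1.57 ± 0.627 to 109.3 ± 57.7 FPKM (SD, n = 3) and from 1.99 ± 0.667 to 92.1 ± 35 FPKM. Car4, a carbonic anhydrase of surface colonocytes, fell from 651.2 ± 288 to 8.48 ± 1.66 FPKM, and the cytochrome P450 Cyp2c55 from 949.2 ± 822 to 0.923 ± 0.496. Spock2, a matrix proteoglycan, rose from 9.41 ± 10.1 to 259.9 ± 54.3 FPKM, and the keratin Krt36 from 1.59 ± 1.41 to 140.7 ± 115.

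Wnt target genes rose in flox tumours in 22 of 24 tested members, 23 adjusted over the list alone (median log2 difference 2.49, camera adjusted p = 1.26e-11, and adjusted p = 0.229 with an estimated correlation). Wif1, a secreted Wnt inhibitor, rose from 6.96 ± 7.04 to 128.5 ± 8.14 FPKM. The homeobox gene Prox1 rose from 4.63 ± 3.99 to 94.3 ± 7.54, Nkd1 from 8.01 ± 7.86 to 118.1 ± 16.2 and Apcdd1 from 4.20 ± 5.26 to 74.8 ± 40.7. Among stem and crypt base genes 10 of 14 rose (median 1.59, adjusted p = 5.28e-05, and adjusted p = 0.229 with an estimated correlation), including Lgr5 (3.04 ± 0.864 to 28.4 ± 14.5 FPKM), Axin2 (19.0 ± 4.41 to 114.9 ± 11.4), Igfbp4 and Tnfrsf19. Proliferation genes rose in 9 of 25 members, also 9 adjusted over the list alone (median 0.61, adjusted p = 2.45e-05, and adjusted p = 0.486 with an estimated correlation), among them Rrm2, Mcm4, Top2a and Mcm7. Top2a, the mitotic topoisomerase, went from 42.0 ± 8.26 to 80.6 ± 19.6 FPKM. ERK targets rose in 7 of 19 members (median 0.57, adjusted p = 0.00115, and adjusted p = 0.229 with an estimated correlation), with Ier3 (10.04 ± 4.37 to 47.6 ± 4.40 FPKM), the phosphatase Dusp4 (4.03 ± 0.829 to 20.8 ± 5.41), Phlda1 and Fosl1. The stem and crypt base list counted 10 up and 1 down adjusted over the list alone. The proliferation list had 1 called without FA2, 5 without FT2 and 3 without FT3 in place of 9. Its median was 1.06 with protein-coding genes rescaled. The ERK target list counted 8 up and 0 down adjusted over the list alone. Its median was 1.06 with protein-coding genes rescaled.

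Goblet and mucus genes fell in flox tumours in 21 of 25 members, 22 adjusted over the list alone (median -2.36, camera adjusted p = 6.66e-10, and adjusted p = 0.229 with an estimated correlation). Muc2, the main secreted mucin of the colon, fell from 17720 ± 10500 to 979.5 ± 450 FPKM, Zg16 from 3796 ± 722 to 149.7 ± 78.1, Clca1 from 2397 ± 1260 to 125.2 ± 47.2 and Klk1 from 1108 ± 83.7 to 49.5 ± 39.0. Absorptive colonocyte genes fell in 19 of 28 members and 1, Clca4b, rose (median -2.64, adjusted p = 1.16e-07, and adjusted p = 0.229 with an estimated correlation). The fatty acid binding protein Fabp2 and the water channel Aqp8 fell to 1.30 ± 0.540 and 2.31 ± 2.39 FPKM. Enteroendocrine genes fell in 11 of 13 members (median -2.12, adjusted p = 1.09e-05, and adjusted p = 0.229 with an estimated correlation), among them Chga, Chgb, Gcg and Tph1. Gcg, the gene of proglucagon, fell from 45.9 ± 18.9 to 1.18 ± 0.739 FPKM. General epithelial genes fell in 10 of 12 members (median -0.72, adjusted p = 0.00329, and adjusted p = 0.474 with an estimated correlation). The intestinal transcription factor Cdx2 fell from 74.6 ± 47.3 to 2.09 ± 0.714 FPKM and Cdx1 from 134.5 ± 8.34 to 38.3 ± 8.87. Tight junction genes fell in 7 of 17 members, led by Cldn15, and Cldn4 rose (median -0.46, adjusted p = 0.0229, and adjusted p = 0.486 with an estimated correlation). In the tuft cell list Dclk1, Trpm5 and Pou2f3 fell and Avil rose, and the list did not pass (adjusted p = 0.364). The absorptive colonocyte list counted 1 up and 21 down adjusted over the list alone. The enteroendocrine list counted 0 up and 11 down adjusted over the list alone. The general epithelial list counted 1 up and 10 down adjusted over the list alone and had 7 called without FA2 in place of 11. Its median was -0.25 with quantile normalization (camera adjusted p = 0.217) and -0.27 with protein-coding genes rescaled. The tight junction list counted 1 up and 7 down adjusted over the list alone and had 4 called without FA2 and 4 without FT1 in place of 8. Its median was -0.27 without FA1, -0.69 without FT2, -0.20 with quantile normalization (camera adjusted p = 0.245) and -0.03 with protein-coding genes rescaled. The tuft list counted 1 up and 3 down adjusted over the list alone. The tuft median (-0.52) went from -0.72 without FA1 to -0.33 without FA2.

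Fatty acid oxidation genes fell in 17 of 19 members in flox tumours, 18 adjusted over the list alone (median -1.53, camera adjusted p = 1.16e-08, and adjusted p = 0.324 with an estimated correlation). Slc5a8, a transporter of short-chain fatty acids, fell from 72.5 ± 14.2 to 6.09 ± 3.45 FPKM, and the nuclear receptors Ppara and Pparg fell as well. Mitochondrially encoded transcripts fell in 9 of 13 members (median -0.90, adjusted p = 6.80e-04, and adjusted p = 0.474 with an estimated correlation), with mt-Co1 going from 15020 ± 2990 to 5675 ± 418 FPKM. Genes of COPII and Golgi transport fell in 19 of 28 members, 20 adjusted over the list alone (median -0.48, adjusted p = 2.33e-06, and adjusted p = 0.383 with an estimated correlation), for example the COPII coat genes Sec24a (26.6 ± 1.73 to 13.6 ± 1.52 FPKM) and Sec23a (37.9 ± 3.51 to 19.8 ± 2.62). Unfolded protein response genes fell in 6 of 25 members, led by Ern2 and Dnajb9 (median -0.19, adjusted p = 0.025, and adjusted p = 0.58 with an estimated correlation), and this median became 0.26 when protein-coding genes were rescaled to a common total, where the list was not called (adjusted p = 0.183). The TRAPP subunits Trappc6a, Trappc10, Trappc12 and Trappc9 fell, and the list did not pass (median -0.18, adjusted p = 0.137); its median became 0.22 under the same rescaling, where Trappc12 and Trappc9 changed sign. Clock output genes fell in 6 of 13 members, including Dbp and Nr1d1 (median -0.84, adjusted p = 0.00668, and adjusted p = 0.474 with an estimated correlation). Car9, Pfkp and Ldha fell in the glycolysis and hypoxia list, which did not pass (adjusted p = 0.218, median -0.34, and 0.10 under the rescaling). Nr4a1 rose and Btg2 and Zfp36 fell among immediate early genes, which did not pass (adjusted p = 0.724, median -0.16, and 0.27 under the rescaling). The mitochondrially encoded list counted 0 up and 10 down adjusted over the list alone. Its median was -0.48 with quantile normalization and -0.46 with protein-coding genes rescaled. The COPII and Golgi transport list had 12 called without FA2 and 12 without FA3 in place of 19. Its median was -0.22 with quantile normalization and -0.05 with protein-coding genes rescaled. The unfolded protein response list counted 0 up and 4 down adjusted over the list alone and lost its camera call without FA1 (adjusted p = 0.0645) or FT2 (0.0648). Its median was -0.12 without FA1 and -0.02 with quantile normalization (camera adjusted p = 0.747). The TRAPP list counted 0 up and 3 down adjusted over the list alone and had 1 called without FA2, 2 without FA3, 2 without FT1 and 2 without FT3 in place of 4. The clock output list counted 1 up and 8 down adjusted over the list alone. Its median was -0.52 without FA1 and -0.45 with protein-coding genes rescaled. The glycolysis and hypoxia list counted 0 up and 3 down adjusted over the list alone, and it gained a camera call without FT3 (adjusted p = 0.0462). The immediate early list counted 1 up and 1 down adjusted over the list alone and had 1 called without FA2, 1 without FA3 and 1 without FT1 in place of 3. The glycolysis and hypoxia median (-0.34) went from -0.43 without FT3 to -0.19 without FT2. The immediate early median (-0.16) went from -0.26 without FA3 to -0.05 without FT1.

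Cytokine and chemokine genes rose in flox tumours in 15 of 18 members, 17 adjusted over the list alone (median 1.95, camera adjusted p = 1.47e-08, and adjusted p = 0.229 with an estimated correlation). Il1b rose from 1.51 ± 0.948 to 48.3 ± 31.2 FPKM, and the neutrophil chemokines Cxcl5, Cxcl2 and Cxcl1 rose from below 1 to 46.1 ± 29.8, 27.0 ± 18.2 and 14.5 ± 3.62 FPKM. Neutrophil genes rose in 12 of 13 members (median 2.31, adjusted p = 5.81e-07, and adjusted p = 0.363 with an estimated correlation), with Retnlg and Il1r2 besides calprotectin. Matrix remodelling genes rose in 14 of 15 members (median 2.51, adjusted p = 3.07e-08, and adjusted p = 0.229 with an estimated correlation). The metalloproteinases Mmp7, Mmp10 and Mmp13 reached 360.9 ± 199, 70.7 ± 48.3 and 46.9 ± 33.0 FPKM, and Spp1 19.1 ± 5.25. Fibroblast genes rose in 11 of 14 members (median 1.59, adjusted p = 2.71e-04, and adjusted p = 0.486 with an estimated correlation), endothelial genes in 7 of 12 (median 1.08, adjusted p = 0.00115) and macrophage genes in 5 of 14 (median 1.08, adjusted p = 7.96e-04), the last pair each at adjusted p = 0.486 with an estimated correlation. Col1a1 rose from 9.73 ± 3.98 to 55.2 ± 22.5 FPKM and Cdh5 from 1.86 ± 1.15 to 7.90 ± 1.36. The antimicrobial list did not pass (adjusted p = 0.309), with 6 members up, such as Lcn2 and Lyz1, and 3 down (Pigr, Saa1 and Lypd8). Squamous genes rose in 5 of 8 members (median 3.04, adjusted p = 0.00453, and adjusted p = 0.474 with an estimated correlation), among them Krt14, with 141.5, 87.9 and 4.83 FPKM in the 3 tumours. The neutrophil list counted 12 up and 0 down adjusted over the list alone. The matrix remodelling list counted 14 up and 0 down adjusted over the list alone. The fibroblast list counted 12 up and 0 down adjusted over the list alone and had 1 called without FA2, 2 without FA3, 3 without FT1 and 1 without FT2 in place of 11. Its median was 2.11 with protein-coding genes rescaled (camera adjusted p = 0.0508). The endothelial list counted 8 up and 0 down adjusted over the list alone and had 3 called without FA2, 3 without FA3, 3 without FT1 and 4 without FT2 in place of 7. Its median was 1.69 with protein-coding genes rescaled (camera adjusted p = 0.0718). The macrophage list counted 5 up and 0 down adjusted over the list alone and had 3 called without FA2, 1 without FA3, 1 without FT1 and 2 without FT3 in place of 5. Its median was 1.69 with protein-coding genes rescaled (camera adjusted p = 0.0591). The antimicrobial list counted 7 up and 4 down adjusted over the list alone. The squamous list counted 7 up and 0 down adjusted over the list alone and had 3 called without FA3, 3 without FT1 and 3 without FT2 in place of 5. Its median was 4.07 with protein-coding genes rescaled (camera adjusted p = 0.0807). The antimicrobial median (0.98) went from -0.44 without FA1 to 1.27 without FT2.

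Limma's count of 6163 genes in flox mice became 3891 without flox adjacent replicate 2. When protein-coding genes were rescaled to a common total, the median was 0.42 over these 13325 genes and higher genes made up 79.7% of those called. With the same genes not rescaled the median was 0.00 and the share 46.3%, and over all 16970 genes they were -0.01 and 45.7%. The balance of rises and falls therefore depended on the scaling.

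Tumours of ΔIEC mice differed from adjacent tissue in 4981 of 16970 genes, 2357 higher and 2624 lower. The largest rises were of Mmp7, Defa24, Mt4, Spock2, S100a9 and Mmp10, and the largest falls of Mptx1, Cyp2c55, Dpep1, Aqp8, Fabp2 and Hsd3b3. Mmp7 (matrilysin) rose from 3.31 ± 3.45 to 363.4 ± 172 FPKM (SD, n = 3) and Defa24, a Paneth cell alpha-defensin, from 0.602 ± 0.835 to 140.1 ± 62.8. Defa24 belongs to a family of near-identical genes among which reads can be divided uncertainly. The pentraxin gene Mptx1 fell from 7933 ± 5490 to 113.9 ± 146 FPKM, and the dipeptidase Dpep1 from 197.4 ± 143 to 2.35 ± 1.34.

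Wnt target genes rose in ΔIEC tumours in 21 of 24 members, 21 also adjusted over the list alone (median 2.35, camera adjusted p = 9.13e-13, and adjusted p = 0.228 with an estimated correlation). Wif1 rose from 1.32 ± 0.631 to 95.6 ± 58.5 FPKM, Nkd1 from 1.57 ± 0.680 to 85.3 ± 40.0, the Wnt deacylase Notum from 0.416 ± 0.406 to 43.1 ± 18.1 and Prox1 from 1.41 ± 0.451 to 62.8 ± 24.8. Stem and crypt base genes rose in 9 of 14 members, including Lgr5 (1.76 ± 0.575 to 15.9 ± 2.56 FPKM), Axin2 and Sox4, and Rgmb fell (median 1.44, adjusted p = 1.65e-04, and adjusted p = 0.228 with an estimated correlation). Proliferation genes rose in 6 of 25 members, 10 adjusted over the list alone, among them Rrm2, Mcm7, Mcm4 and Tpx2 (median 0.49, adjusted p = 3.68e-05, and adjusted p = 0.651 with an estimated correlation). ERK targets rose in 7 of 19 members, led by Ier3, Dusp4, Phlda1 and the growth factor Ereg (median 0.47, adjusted p = 9.03e-04, and adjusted p = 0.228 with an estimated correlation). The stem and crypt base list counted 9 up and 2 down adjusted over the list alone. The proliferation list had 2 called without DA1, 17 without DA2 and 3 without DT1 in place of 6. Its median was 0.76 without DA2 and 0.81 with protein-coding genes rescaled. The ERK target list counted 7 up and 0 down adjusted over the list alone and had 4 called without DT2 in place of 7. Its median was 0.22 without DT3 and 0.79 with protein-coding genes rescaled.

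Goblet and mucus genes fell in ΔIEC tumours in 22 of 25 members, 23 adjusted over the list alone (median -2.26, camera adjusted p = 3.05e-11, and adjusted p = 0.228 with an estimated correlation). Muc2 fell from 17520 ± 12200 to 1184 ± 968 FPKM, Clca1 from 4701 ± 2500 to 182.4 ± 176, Fcgbp from 2694 ± 1930 to 118.8 ± 65.2 and Retnlb from 1415 ± 1240 to 22.04 ± 14.7. Absorptive colonocyte genes fell in 17 of 28 members, with Car4 going from 774.1 ± 387 to 22.9 ± 16.0 FPKM, and Clca4b rose (median -2.28, adjusted p = 2.11e-06, and adjusted p = 0.304 with an estimated correlation). Enteroendocrine genes fell in 10 of 13 members, with Gcg, Insl5, Chga and Chgb in the lead (median -1.79, adjusted p = 5.67e-05, and adjusted p = 0.304 with an estimated correlation). Fatty acid oxidation genes fell in 14 of 19 members, 16 adjusted over the list alone (median -0.97, adjusted p = 2.55e-06, and adjusted p = 0.454 with an estimated correlation), led by Slc5a8, Ppara, Acads and the monocarboxylate transporter Slc16a1. COPII and Golgi transport genes fell in 17 of 28 members, for example Sec24d and Sec16a (median -0.47, adjusted p = 5.59e-06, and adjusted p = 0.454 with an estimated correlation). Unfolded protein response genes fell in 9 of 25 members, with Ern2 from 42.1 ± 9.82 to 11.9 ± 5.16 FPKM (median -0.40, adjusted p = 8.41e-04, and adjusted p = 0.516 with an estimated correlation). Clock output genes fell in 5 of 13 members (median -0.83, adjusted p = 0.00496, and adjusted p = 0.516 with an estimated correlation). Mitochondrially encoded transcripts fell in 2 of 13 members, mt-Co1 and mt-Nd4 (median -0.47, adjusted p = 0.039, and adjusted p = 0.68 with an estimated correlation). The absorptive colonocyte list counted 1 up and 18 down adjusted over the list alone. The enteroendocrine list counted 0 up and 10 down adjusted over the list alone and had 6 called without DA1, 4 without DT1 and 6 without DT2 in place of 10. The fatty acid oxidation list had 9 called without DA1, 8 without DT1 and 9 without DT2 in place of 14. The COPII and Golgi transport list counted 0 up and 18 down adjusted over the list alone and had 9 called without DT1 in place of 17. Its median was -0.29 with quantile normalization and -0.17 with protein-coding genes rescaled. The unfolded protein response list counted 0 up and 11 down adjusted over the list alone and lost its camera call without DA2 (adjusted p = 0.0582) and had 3 called without DT1 and 3 without DT2 in place of 9. Its median was -0.22 without DA2, -0.25 with quantile normalization and -0.10 with protein-coding genes rescaled. The clock output list counted 1 up and 8 down adjusted over the list alone and had 3 called without DA1, 3 without DT1, 3 without DT2 and 9 without DT3 in place of 5. The mitochondrially encoded list counted 0 up and 0 down adjusted over the list alone and lost its camera call without DA1 (adjusted p = 0.277), DT2 (0.146) or DT3 (0.0708) and had 0 called without DA1, 6 without DA2, 1 without DA3, 0 without DT2 and 0 without DT3 in place of 2. Its median was -0.28 without DA1, -0.07 with quantile normalization (camera adjusted p = 0.739) and -0.18 with protein-coding genes rescaled.

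Cytokine and chemokine genes rose in ΔIEC tumours in 15 of 18 members, 16 adjusted over the list alone (median 2.15, camera adjusted p = 5.92e-10, and adjusted p = 0.228 with an estimated correlation). Cxcl5 rose from 0.344 ± 0.141 to 68.2 ± 73.2 FPKM, Cxcl1 from 0.325 ± 0.334 to 28.4 ± 13.2 and Il1b from 2.37 ± 1.71 to 75.4 ± 57.4. Neutrophil genes rose in 12 of 13 members (median 2.32, adjusted p = 4.24e-08, and adjusted p = 0.306 with an estimated correlation) and matrix remodelling genes in 13 of 15 (median 2.36, adjusted p = 1.65e-09, and adjusted p = 0.228 with an estimated correlation). Mast cell genes rose in 4 of 8 members, including the chymase Cma1 and carboxypeptidase Cpa3, while Kit fell (median 2.33, adjusted p = 0.0179, and adjusted p = 0.651 with an estimated correlation). Macrophage genes rose in 3 of 14 members, among them Itgam (median 0.81, adjusted p = 0.00558, and adjusted p = 0.665 with an estimated correlation). Fibroblast genes rose in 2 of 14 members, Fn1 and Pdgfra (median 1.10, adjusted p = 0.00558, and adjusted p = 0.674 with an estimated correlation). Squamous genes rose in 2 of 8 members, Krt14 and Krt13, to 9.33 ± 3.00 and 11.5 ± 6.97 FPKM (median 1.88, adjusted p = 0.031, and adjusted p = 0.651 with an estimated correlation). B and plasma cell genes were lower in all 13 members with none called (median -1.31, adjusted p = 0.046, and adjusted p = 0.712 with an estimated correlation); Tnfrsf17 was at 4.40 ± 3.06 and 0.817 ± 0.769 FPKM. The neutrophil list counted 12 up and 0 down adjusted over the list alone. The matrix remodelling list counted 14 up and 0 down adjusted over the list alone. The mast cell list counted 7 up and 1 down adjusted over the list alone and had 3 called without DT1 and 3 without DT2 in place of 5. Its median was 3.08 with protein-coding genes rescaled (camera adjusted p = 0.172). The macrophage list counted 3 up and 0 down adjusted over the list alone and lost its camera call without DA1 (adjusted p = 0.192). Its median was 0.10 without DA1 and 1.14 with protein-coding genes rescaled (camera adjusted p = 0.125). The fibroblast list counted 1 up and 0 down adjusted over the list alone and lost its camera call without DA1 (adjusted p = 0.0641) or DT3 (0.0537) and had 0 called without DA1, 6 without DA2, 1 without DT1, 1 without DT2 and 1 without DT3 in place of 2. Its median was 0.51 without DA1 and 1.47 with protein-coding genes rescaled (camera adjusted p = 0.15). The squamous list counted 1 up and 0 down adjusted over the list alone and lost its camera call without DA2 (adjusted p = 0.061), DA3 (0.0538) or DT1 (0.0602) and had 1 called without DA1, 1 without DA2, 1 without DA3, 0 without DT1 and 1 without DT2 in place of 2. Its median was 1.78 with quantile normalization (camera adjusted p = 0.0783) and 2.90 with protein-coding genes rescaled (camera adjusted p = 0.15). The B and plasma cell list counted 0 up and 0 down adjusted over the list alone and lost its camera call without DA2 (adjusted p = 0.226), DA3 (0.328), DT1 (0.224) or DT2 (0.051) and had 8 called without DA1 and 2 without DT3 in place of 0. Its median was -2.38 without DA1, -0.54 without DA3 and -0.75 without DT1.

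The tuft (adjusted p = 0.121), general epithelial (0.141), antimicrobial (0.212), tight junction (0.359), glycolysis and hypoxia (0.465) and TRAPP lists (0.78) did not pass camera in ΔIEC mice, and the medians of the last 3 changed sign under the rescaling of protein-coding genes. Called members were Dclk1, Trpm5 and Pou2f3, which fell, and Avil, which rose, in the tuft list. Cdx2 (48.6 ± 24.8 to 2.90 ± 1.32 FPKM), Cdx1 and Cldn3 fell among epithelial genes, and Saa3 and Lyz1 rose while Retnlb and Pigr fell among antimicrobial genes. Cldn15 and Cgn fell and Cldn4 rose among tight junction genes, Car9, Vegfa and Pfkp fell in the glycolysis list, and Trappc10 and Trappc9 fell while Trappc2 rose among TRAPP subunits. The tuft list counted 1 up and 3 down adjusted over the list alone, and it gained a camera call without DA3 (adjusted p = 0.0333). The general epithelial list counted 1 up and 3 down adjusted over the list alone, and it gained a camera call without DA2 (adjusted p = 0.0486). Adjusted over the list alone, the antimicrobial list counted 6 up and 2 down and the tight junction list 1 up and 2 down. The glycolysis and hypoxia list counted 0 up and 3 down so adjusted, and the TRAPP list 0 up and 2 down. The glycolysis and TRAPP lists each had 1 called in place of 3 without DA1, DT1 or DT2. The general epithelial median (-0.38) went from -0.55 without DA2 to -0.24 without DA1, and was as high as -0.017 under another scaling. The antimicrobial median (0.49) went from 0.15 without DA1 to 0.62 without DT3. The tight junction median (-0.09) went from -0.38 without DA2 to -0.05 without DA3 and was 0.16 with protein-coding genes rescaled. The glycolysis and hypoxia median (-0.15) went from -0.39 without DA2 to 0.17 without DT2, changed sign without DA1 and was 0.12 with protein-coding genes rescaled. The TRAPP median (-0.04) went from -0.07 without DT1 to 0.004 without DT2 and was 0.01 with quantile normalization and 0.27 with protein-coding genes rescaled.

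Limma's count of 4981 genes in ΔIEC mice became 2910 without ΔIEC tumour replicate 1 and 2564 when only the 6 ΔIEC libraries were fitted, and 651 with description code as a fixed block, where 2 pairs were compared. With protein-coding genes rescaled the median was 0.29 over these 13325 genes and the share of higher genes among those called 76.3%, against 0.00 and 48.5% for the same genes not rescaled and -0.03 and 47.3% over all genes.

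**Figure D2:**
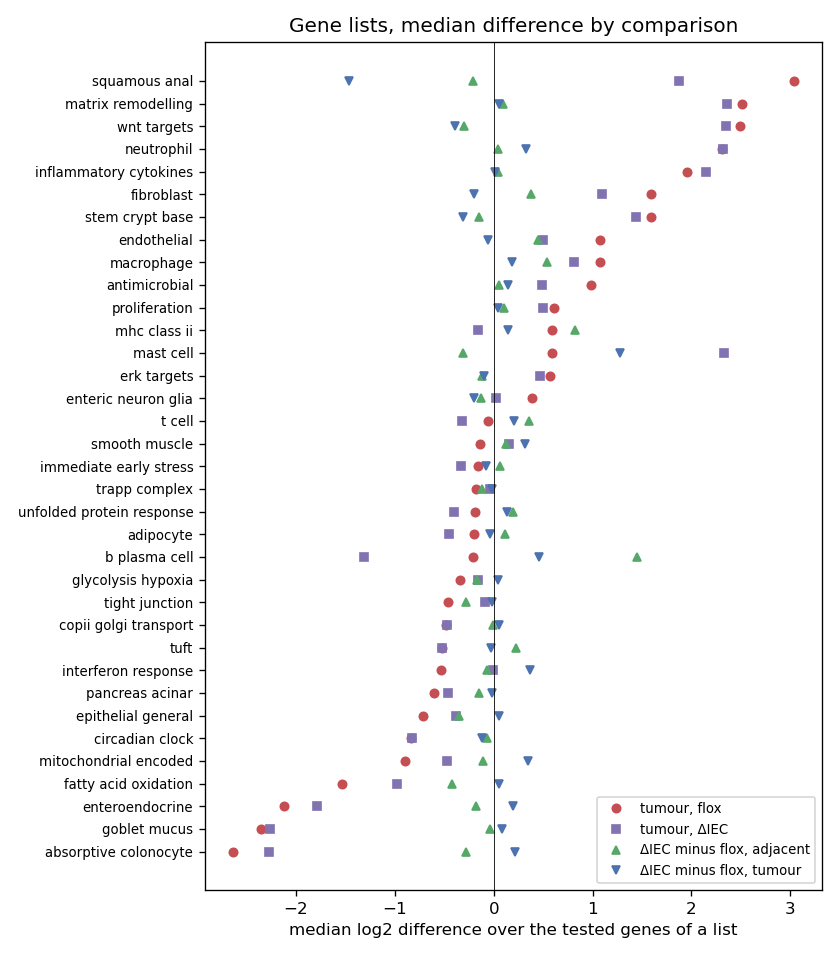
Median log2 difference over the tested genes of each of 35 lists in 4 comparisons (symbols); the horizontal axis is in log2(FPKM + 1) units. Wnt target genes lie at 2.49 and 2.35 in the tumour comparisons and at -0.30 and -0.39 in the genotype comparisons. The medians of the TRAPP, unfolded protein response, glycolysis and hypoxia, immediate early and tight junction lists change sign under another scaling in at least 1 tumour comparison.

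Tumour and adjacent tissue differed alike in both genotypes for most called genes. Of the 7040 genes called in at least 1 genotype, 4101 were called in both in the same direction, 1873 higher and 2228 lower, where independent lists would share 391 and 517. With protein-coding genes rescaled the balance turned, to 3849 higher and 1115 lower. Wif1, Prox1, Cxcl1 and S100a9 were among those higher in both, and Muc2, Car4 and Cyp2c55 among those lower in both. Only 3 genes were called in opposite directions, the predicted or small RNA genes Gm22362, Gm13433 and Gm25082, named after their values were seen; the number was 20 without DA1, 0 without FT2 or DT1 and 0 with protein-coding genes alone, rescaled or not. Across all 16970 genes, which are not independent replicates, the log2 differences correlated with Pearson's r = 0.872 and Spearman's rho = 0.85. The comparisons in flox and in ΔIEC mice shared no library. The number shared in direction was 2706 without DT1, and 627 with description code as a fixed block, where ΔIEC tissues were compared in 2 pairs.

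**Figure D3:**
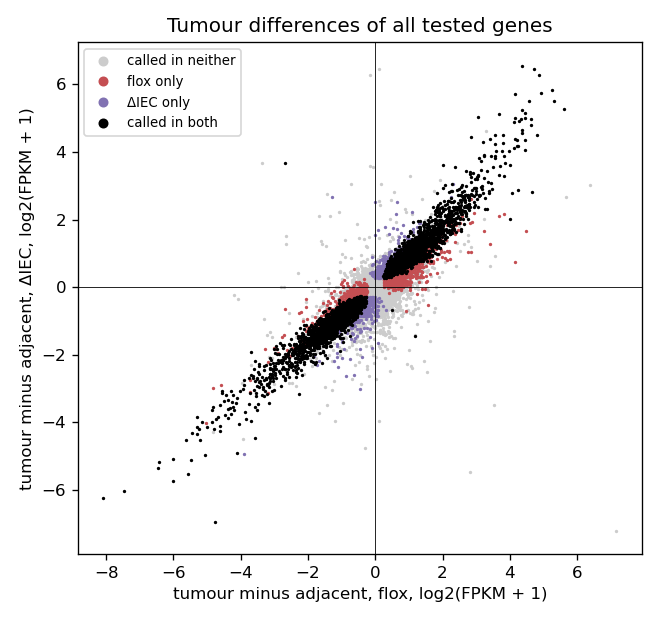
Log2 difference between tumour and adjacent tissue for each of 16970 genes in flox mice (horizontal) and ΔIEC mice (vertical), both in log2(FPKM + 1) units; colour shows in which genotype a gene was called by limma. Most called genes lie in the lower left and upper right, with 4101 called in both genotypes in the same direction and 3 in opposite directions.

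The interaction asks whether the tumour difference depends on genotype. No gene passed the test, and Trappc4 had an interaction log2 value of -0.12 (limma adjusted p = 1). The smallest p in the positive direction belonged to Atp5k, Ola1, Cox6b1, Ccdc59 and Ndufb10, of which Atp5k, Cox6b1 and Ndufb10 are subunits of mitochondrial respiratory complexes. Cox6b1 was at 211.8 ± 10.8 FPKM (SD, n = 3) in flox tumours and 265.5 ± 8.41 in ΔIEC tumours, with an interaction log2 value of 0.55. In the negative direction they were Helq, Snord65, Dvl3, Rogdi and Ercc1. Snord65, a small nucleolar RNA, was listed at 0 in 8 of the 12 libraries, among them all 3 ΔIEC tumours and all 3 flox adjacent libraries.

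Camera with the preset correlation called 12 of 35 lists for the interaction, and none with an estimated correlation (adjusted p from 0.839 to 0.94). Fatty acid oxidation genes were positive in all 19 members (median 0.49, adjusted p = 8.81e-06, and adjusted p = 0.839 with an estimated correlation). Their median tumour difference was -1.53 in flox and -0.97 in ΔIEC mice, and their median genotype difference -0.42 in adjacent tissue and 0.05 in tumours. Acadm had an interaction log2 value of 0.49. The other positive lists were general epithelial (Krt19), mast cell (Fcer1a), mitochondrially encoded (mt-Nd1), tight junction (Cldn12), absorptive colonocyte (Scnn1b), enteroendocrine (Tph1) and TRAPP genes (Trappc3), each named with its member of smallest p. The negative lists were endothelial (Cldn5), B and plasma cell (Ms4a1), fibroblast (Col1a2) and squamous genes (Krt13), and the adjusted p of these 11 lists was 0.839 to 0.923 with an estimated correlation. Wnt targets (Ephb3, adjusted p = 0.824), goblet (Capn9, 0.857), ERK targets (Spry1, 0.796), proliferation (Foxm1, 0.513), unfolded protein response (Ern1, 0.0767) and cytokine genes (Cxcl1, 0.638) did not pass, and camera ranked the Wnt list downward although its median was above 0. Limma called 0 of 16970 genes for the interaction (1 without FA3), with 448 at an unadjusted p below 0.05 where chance gives 848. The camera count fell to 4 lists without ΔIEC adjacent replicate 2. The median of the general epithelial list was 0.26 without FT1 and 0.24 with quantile normalization. The median of the mast cell list was 0.88 without DT2. The mitochondrially encoded list lost its camera call without DA2 (adjusted p = 0.165) or DT1 (0.0573). Its median was 0.17 without DA2 and 0.29 without DT1. The tight junction list lost its camera call without DA2 (adjusted p = 0.165). Its median was 0.15 without DA2, 0.18 with quantile normalization (camera adjusted p = 0.0563) and 0.13 with protein-coding genes rescaled. The absorptive colonocyte list lost its camera call without FA2 (adjusted p = 0.161), DA2 (0.249) or DT3 (0.269). Its median was 0.35 without FA2 and 0.28 without DA2. The enteroendocrine list lost its camera call without FA3 (adjusted p = 0.0562), DA2 (0.0719), FT3 (0.344), DT2 (0.05) or DT3 (0.285). Its median was 0.56 without DA1 and 0.24 without DT3. The TRAPP list lost its camera call without FA2 (adjusted p = 0.0692), DA2 (0.0884), DA3 (0.0643), FT2 (0.106) or DT2 (0.0568). Its median was 0.09 without DA2, 0.13 with quantile normalization (camera adjusted p = 0.0646) and 0.03 with protein-coding genes rescaled (camera adjusted p = 0.253). The endothelial list lost its camera call without DA2 (adjusted p = 0.165). Its median was -0.90 without FA1, -1.04 without DA1 and -0.25 without DA2. The B and plasma cell list lost its camera call without DA2 (adjusted p = 0.165), DA3 (0.257), FT1 (0.0792) or DT1 (0.267). Its median was -1.78, -0.49, -0.39, -0.42 and -1.49 without DA1, DA2, DA3, DT1 or DT3, and -1.11 with protein-coding genes rescaled (camera adjusted p = 0.119). The fibroblast list lost its camera call without FA2 (adjusted p = 0.233), FA3 (0.0542), DA2 (0.578), DA3 (0.183), FT2 (0.151) or DT1 (0.358). Its median was -0.997, -0.30, -1.22, -0.23, -0.39, -0.39 and -0.31 without FA1, FA2, DA1, DA2, DA3, FT2 or DT1. It was -0.78 with protein-coding genes rescaled (camera adjusted p = 0.119). The squamous list lost its camera call without FA1 (adjusted p = 0.192), FA3 (0.0651), DA1 (0.188), DA2 (0.0929), FT1 (0.382), FT2 (0.291), DT2 (0.0517) or DT3 (0.246). Its median was -0.63 without FT1, -2.03 without FT3 and -1.22 with protein-coding genes rescaled (camera adjusted p = 0.194). The goblet list gained a camera call without DT1 (adjusted p = 0.0286). The proliferation list gained a camera call without DA1 (adjusted p = 0.00462), DA2 (0.0472) or FT1 (0.0123). The unfolded protein response list gained a camera call without DA1 (adjusted p = 0.0322), DA3 (0.000969), FT2 (0.0269) or DT3 (0.0078). The Wnt target median (0.01) went from -0.30 without DT1 to 0.28 without DT3, changed sign without FA2, DA2, DA3, FT2 or DT2 and was -0.03 with quantile normalization and -0.02 with protein-coding genes rescaled. The goblet median (0.00) went from -0.27 without DT3 to 0.29 without DT1 and was -0.03 with quantile normalization and -0.14 with protein-coding genes rescaled. The ERK target median (-0.09) went from -0.13 without FA2 to 0.06 without DT1 and changed sign without FT3. The proliferation median (-0.04) went from -0.23 without DA1 to 0.21 without DA2, changed sign without FA2, FT3 or DT1 and was 0.02 with median centring. For unfolded protein response the median (-0.12) went from -0.21 without DA3 to 0.10 without DA2. The cytokine median (0.05) went from -0.30 without DT1 to 0.35 without DT2, changed sign without FA2, FT1 or FT2 and was -0.04 with protein-coding genes rescaled.

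**Figure D4:**
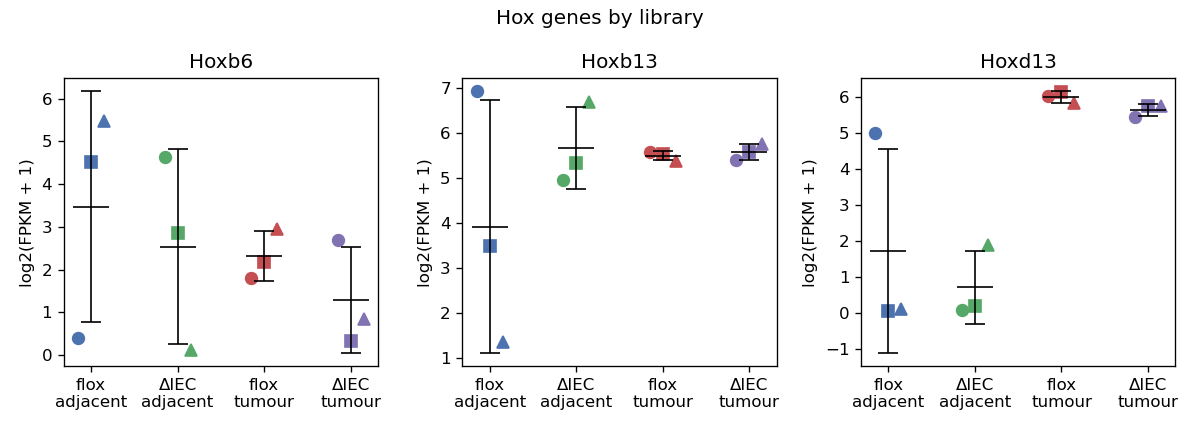
Log2(FPKM + 1) of Hoxb6, Hoxb13 and Hoxd13 in each library (circle, square and triangle are replicates 1, 2 and 3) with the mean and SD of each group of 3. Hoxd13 was between 42.5 and 69.6 FPKM in the 6 tumours and at 31.0 FPKM or less in the adjacent libraries, which differed among themselves in all 3 genes.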

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

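The tests of other splits of the libraries, except that for the interaction, and all tests of explanations here were chosen after the results were seen.

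Gene lists whose tumour difference differed between the genotypes by the interaction test, at the preset correlation of camera, were fatty acid oxidation (median interaction 0.487), general epithelial (0.412), mast cell (1.595), endothelial (-0.586), mitochondrially encoded (0.442), tight junction (0.268), B and plasma cell (-0.901), absorptive colonocyte (0.559), enteroendocrine (0.369), fibroblast (-0.609), TRAPP (0.137) and squamous genes (-1.20). With an estimated correlation each had an adjusted p of 0.839 or more. Outside the gene table, 98 of 660 tested transcripts with an assembler's identifier were higher and 119 lower in flox tumours, and 74 were higher and 88 lower in ΔIEC tumours. These transcripts carry no gene name here.

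Other splits of the same libraries were fitted as well. Where the real count is 0, as for genotype in adjacent tissue and in tumours and for the interaction, no split can call fewer, so that all 10, 10 and 100 splits reach it by construction and the comparison decides nothing. The highest other splits called 1615, 17 and 954 genes, which points to structure of the libraries beyond the groups. The tumour comparison called 6163 genes in flox mice against 2 in the highest other split, and 4981 in ΔIEC mice against 1, so 1 of 10 splits in each was as large. The 10 splits of 3 against 3 are too few for a share under 0.05.

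The split with 1615 genes set FA1, DA2 and DA3 against FA2, FA3 and DA1, which points to a structure of the adjacent libraries that crosses genotype. Sex of the mice is argued against, since the split of the same libraries by sex type called 3 genes. The share of stromal cells stays open: the mean of the fibroblast list spanned 1.951 log2 units over the adjacent libraries and 1.20 over the tumours. Position along the colon stays open too: the mean of Hoxb3 to Hoxb8 followed the split, at 0.31, 1.80 and 0.30 against 3.46, 4.31 and 3.29. Over the 6 it fell as Hoxb13 rose (Spearman's rho = -0.943, exact permutation p = 0.0167, 1 relation computed). Pearson's r was -0.926 (exact permutation p = 0.00278), and -0.86 without the 2 farthest libraries.

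The posterior genes Hoxd10 to Hoxd13 were higher in tumours of both genotypes. Hoxd13 was at 63.7, 69.6 and 55.6 FPKM in flox and 42.5, 52.9 and 52.3 FPKM in ΔIEC tumours, against 31.0, 0.0461 and 0.0735 in flox and 0.0529, 0.138 and 2.67 in ΔIEC adjacent tissue (log2 difference 4.27, limma adjusted p = 0.0143, and 4.93, adjusted p = 0.00975). The labels give no position along the colon. As the whole cause, position as read from the mean of Hoxb3 to Hoxb8 is argued against: with this mean as a covariate over the 12 libraries, the difference of the Hoxd10 to Hoxd13 mean was 2.59 (95% interval 1.47 to 3.71) in flox and 3.12 (2.04 to 4.21) in ΔIEC mice, from 3.09 and 3.47 without it. FA1 and DA3 had the lowest Hoxb mean of all libraries (0.31 and 0.30, tumours 0.47 to 1.93) but a Hoxd mean of 2.84 and 0.67 (tumours 3.75 to 4.46). The covariate itself was called for 372 genes, and limma with it called 5603 genes in flox and 5136 in ΔIEC tumours. The tumour differences of genes called in the other genotype then had slopes of 0.991 and 0.81 on the differences there (1.03 and 0.847 without it), so that position read in this way is not the whole cause of the tumour calls either. This test replaced 2 earlier forms, on pairs by code and on pairs with like Hoxd13, which could not decide. A part played by position, a position that these Hoxb genes do not follow in tumours, and a change of Hoxd genes in the tumours themselves stay open. On the same genes, the tumour differences of the 5 code pairs had slopes of 0.918, 1.01 and 1.15 in flox and 0.719 and 0.618 in ΔIEC mice. Hoxb13 in the adjacent libraries of these pairs was 120.5, 10.2 and 1.56 FPKM in flox and 39.5 and 102.9 in ΔIEC mice, so within each genotype the slope was smaller where Hoxb13 was higher.

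The squamous list was lower in ΔIEC than in flox tumours at the preset correlation of camera (adjusted p = 6.35e-06) but not at an estimated one (adjusted p = 0.507), and limma called 0 of its 8 genes. All 8 tested squamous genes were highest in flox tumour replicate 1 (5 genes) or 2 (3 genes), and Krt5 was at 93.8 and 89.2 FPKM there and at 3.37 or less in the other 4 tumours. These libraries were picked by the same values, so this decides nothing: squamous tissue taken along with some tumours, a squamous change within tumours and an effect of genotype all stay open, and none was tested apart.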

How the results depend on the processing

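The sex covariate, the fixed code block and the fits of protein-coding genes, rescaled or not, were chosen after seeing the data. Depth is unknown and limits low genes to an unknown degree; the causes of the changes below were not tested, except that leaving out libraries or groups removes samples. Leaving out 1 library gave 0 to 299 genes for genotype in adjacent tissue, 0 to 3 for genotype in tumours, 3891 to 5911 for flox tumours, 2910 to 5078 for ΔIEC tumours, 0 to 1 for the interaction, 2706 to 4182 genes shared in direction by both genotypes' tumours, and 4 to 17 lists called for the interaction. Transcripts in place of genes gave 2 calls for genotype in each tissue. Without a filter, genotype in tumours had 8 genes and 7 lists, and fitting only its groups gave 1 gene; fitting only ΔIEC libraries gave 2564 genes for tumours. A minimum difference of 1 log2 unit left 2639 genes in flox and 1924 in ΔIEC tumours. An estimated correlation left 0 lists in each contrast. Trappc4 between ΔIEC tumour and adjacent tissue, never called, ranged from -0.045 to 0.12 without 1 library; with rescaled protein-coding genes it was 0.335 there, and 0.592 and called in flox mice. That rescaling turned Trappc12 to 0.031 and Trappc9 to 0.044 in flox tumours. Using the most abundant transcript, Trappc9 was at 0.041 there, and the interactions of Ercc1 and Spry1 were 0.84 and 1.59, none called.

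The title numbers pair libraries only in part: in flox mice each number has the same description code in both tissues, while in ΔIEC mice number 1 has different codes. The 5 tissue pairs with a shared code agreed in sex type, but their residuals correlated at -0.192 to 0.17 (different codes: -0.189 to 0.19), so a shared animal was not evident from the values. With title number as a replicate block, flox tumours had 5387 genes, ΔIEC tumours 4115, and the other contrasts 0. With code as a fixed block, ΔIEC tumours, compared in 2 pairs, had 651 genes, 627 genes were shared in direction, and Trappc4 was at -0.094 between ΔIEC tissues; flox tumours had 5959. The random block by code changed no call count by over 1.5 times.

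Of the named genes called in flox tumours, 31 of 106 lost the call under at least 1 alternative, and in ΔIEC tumours 57 of 94. In the genotype and interaction comparisons, 5 of all fits of named genes passed, all in adjacent tissue.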

Other observations

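The lists of respiratory chain and ribosomal protein genes and all tests here were chosen after the results were seen. Nuclear genes of the respiratory chain and ATP synthase fell in tumours of both genotypes: 73 of 83 were called lower in flox tumours, and 59 lower and 1 higher in ΔIEC tumours. Their mean log2(FPKM + 1) went from 6.69 ± 0.146 (SD, n = 3) to 5.85 ± 0.065 in flox and from 6.54 ± 0.11 to 6.05 ± 0.079 in ΔIEC mice. Of ribosomal protein genes, 14 of 90 were called lower and 3 higher in flox tumours, and 2 lower and 16 higher in ΔIEC tumours. Rescaling raised the median tumour difference of protein-coding genes to 0.42 in flox and 0.29 in ΔIEC mice. These lists were not tested so, and their counts may depend on the scaling.

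Between genotypes, 81 of the 83 respiratory chain genes were higher in ΔIEC than in flox tumours, by 0.204 log2 units on average, and 79 were lower in ΔIEC adjacent tissue. The pattern was not particular to them: 81 of 90 ribosomal protein genes were higher in ΔIEC tumours, by 0.117 on average, and 84 were lower in ΔIEC adjacent tissue. The exact two-sided permutation test of the library means of respiratory chain genes gave p = 0.1 in tumours, the smallest p that 3 against 3 allow, so it decides nothing. No gene of either list was called by genotype, and a difference between the genotypes stays open.

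The metallothionein gene Mt1 was at 53.5, 226 and 103.3 FPKM in flox and 670, 459.4 and 498.4 in ΔIEC adjacent tissue, and at 95.9, 111.6 and 84.2 in flox and 180.6, 164.8 and 236.9 in ΔIEC tumours, so the genotypes did not overlap in either tissue; chance gives no overlap in 10% of genes with 3 against 3.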
